# Upregulation of OASIS/CREB3L1 in podocytes contributes to the disturbance of kidney homeostasis

**DOI:** 10.1038/s42003-022-03709-x

**Published:** 2022-07-22

**Authors:** Yoshiaki Miyake, Masanori Obana, Ayaha Yamamoto, Shunsuke Noda, Koki Tanaka, Hibiki Sakai, Narihito Tatsumoto, Chihiro Makino, Soshi Kanemoto, Go Shioi, Shota Tanaka, Makiko Maeda, Yoshiaki Okada, Kazunori Imaizumi, Katsuhiko Asanuma, Yasushi Fujio

**Keywords:** Kidney, Podocytes

## Abstract

Podocyte injury is involved in the onset and progression of various kidney diseases. We previously demonstrated that the transcription factor, old astrocyte specifically induced substance (OASIS) in myofibroblasts, contributes to kidney fibrosis, as a novel role of OASIS in the kidneys. Importantly, we found that OASIS is also expressed in podocytes; however, the pathophysiological significance of OASIS in podocytes remains unknown. Upon lipopolysaccharide (LPS) treatment, there is an increase in OASIS in murine podocytes. Enhanced serum creatinine levels and tubular injury, but not albuminuria and podocyte injury, are attenuated upon podocyte-restricted OASIS knockout in LPS-treated mice, as well as diabetic mice. The protective effects of podocyte-specific OASIS deficiency on tubular injury are mediated by protein kinase C iota (PRKCI/PKCι), which is negatively regulated by OASIS in podocytes. Furthermore, podocyte-restricted OASIS transgenic mice show tubular injury and tubulointerstitial fibrosis, with severe albuminuria and podocyte degeneration. Finally, there is an increase in OASIS-positive podocytes in the glomeruli of patients with minimal change nephrotic syndrome and diabetic nephropathy. Taken together, OASIS in podocytes contributes to podocyte and/or tubular injury, in part through decreased PRKCI. The induction of OASIS in podocytes is a critical event for the disturbance of kidney homeostasis.

## Abstract (web summary)

Upregulation of transcription factor OASIS in podocytes contributes to podocyte and/or tubular injury through decreased PRKCi expression and is a critical event for the disturbance of kidney homeostasis.

## Introduction

Current therapeutic approaches to kidney diseases, including acute kidney injury and chronic kidney disease, are merely supportive. To develop novel therapeutic strategies, it is important to unravel the pathological mechanisms of kidney diseases. Podocytes are highly differentiated cells that play a central role in the ultrafiltration system, together with endothelial cells and the glomerular basement membrane^1,2^. Podocytes form foot processes, which are interconnected by a slit diaphragm. Effacement of podocyte foot processes is closely associated with various proteinuric kidney diseases, such as diabetic nephropathy (DN) and nephrotic syndrome^3,4^. In addition to the cell autonomous roles of podocytes, much attention has recently been focused on the interplay between podocytes and tubular epithelial cells in the pathogenesis of kidney diseases^5–7^. Although podocytes are thought to be a therapeutic target, the molecular mechanisms underlying podocyte dysfunction still remain unclear.

Old astrocyte specifically induced substance (OASIS)/cAMP responsive element-binding protein 3-like 1 (CREB3L1) is a transcription factor of the CREB/activating transcription factor (ATF) family, whose N-terminal domain is released as an active form by various stimuli, such as endoplasmic reticulum stress^8,9^, transforming growth factor beta 1 (TGF-β1)^10^, and so on. Under physiological conditions, OASIS contributes to bone formation, as observed upon analysis of conventional OASIS knockout mice^11,12^. In pathological models, OASIS has been reported to play a protective role in the large intestinal mucosa, during colitis inflammation^13^. Moreover, OASIS functions as a tumor suppressor^14–16^. Recently, we provided the first evidence of the pathological significance of OASIS in the kidneys, that is, OASIS in myofibroblasts facilitates kidney fibrosis, concomitant with an increase in cell proliferation and migration^17^. Furthermore, we confirmed that OASIS was upregulated in myofibroblasts, in both human and murine fibrotic kidneys. Moreover, OASIS expression was also observed in murine glomeruli. In addition, there was an increase in *OASIS/CREB3L1* mRNA in the kidneys of focal segmental glomerulosclerosis, a nephrotic syndrome, as analyzed using the Nephroseq database (https://www.nephroseq.org/resource/login.html). Accumulating evidence suggested that transcription factors play key roles in the maintenance of podocyte homeostasis^18–20^. Therefore, in the present study, we focused on the contribution of OASIS to podocyte-associated diseases.

Here, we explored the functional roles of OASIS in podocytes using podocyte-restricted OASIS knockout and transgenic mice. The present study revealed that upregulation of OASIS in podocytes contributes to podocyte and/or tubular injury, in part through decreased protein kinase C iota (PRKCI/PKCι) expression. This is the first demonstration of the pathophysiological significance of OASIS in podocytes.

## Results

### OASIS expression increased upon lipopolysaccharide (LPS) treatment in podocytes

To clarify the cellular regions expressing OASIS in murine glomeruli, we performed immunohistochemistry on serial sections of murine kidneys using an anti-OASIS or anti-Wilms’ tumor 1 (WT-1) antibody (Fig. 1a). The results showed that the WT-1-positive cells expressed OASIS. Moreover, to ensure that OASIS is expressed in podocytes, we generated podocyte-restricted OASIS conditional knockout (OASIS cKO) mice using the *podocin* (*Nphs2*) promoter-driven Cre-loxP recombination system (Fig. 1b–d). Glomeruli were isolated from OASIS cKO and control mice, following which the transcript expression of *Oasis/Creb3l1* was evaluated using quantitative PCR. *Oasis/Creb3l1* mRNA expression decreased to less than 10% in the glomeruli of OASIS cKO mice, as compared to those of the control mice. The expression of OASIS protein also reduced significantly in the glomeruli of the OASIS cKO mice, indicating that OASIS is expressed in murine podocytes. Next, to examine the relevance of OASIS in podocytopathy, a murine podocyte cell line was treated with LPS, which triggers podocyte injury^21–24^. Interestingly, LPS (especially at lower dose) induced/activated OASIS by 5–10-fold, with its peak levels observed at 6 h (Fig. 1e, f). We also found that the N-terminal domain of OASIS increased in the nuclear fraction of LPS-treated podocytes (Supplementary Fig. 1). Importantly, a toll-like receptor (TLR) 4 inhibitor, TAK-242^25^ suppressed LPS-induced OASIS expression (Fig. 1g). Moreover, laser capture microdissection (LCM) followed by immunoblotting revealed that OASIS expression was also upregulated in the glomeruli of LPS-injected mice (Fig. 1h). The number of OASIS-positive podocytes increased after LPS treatment (Fig. 1i, j). Taken together, OASIS upregulation was associated with LPS-induced podocytopathy.

**Fig. 1:**
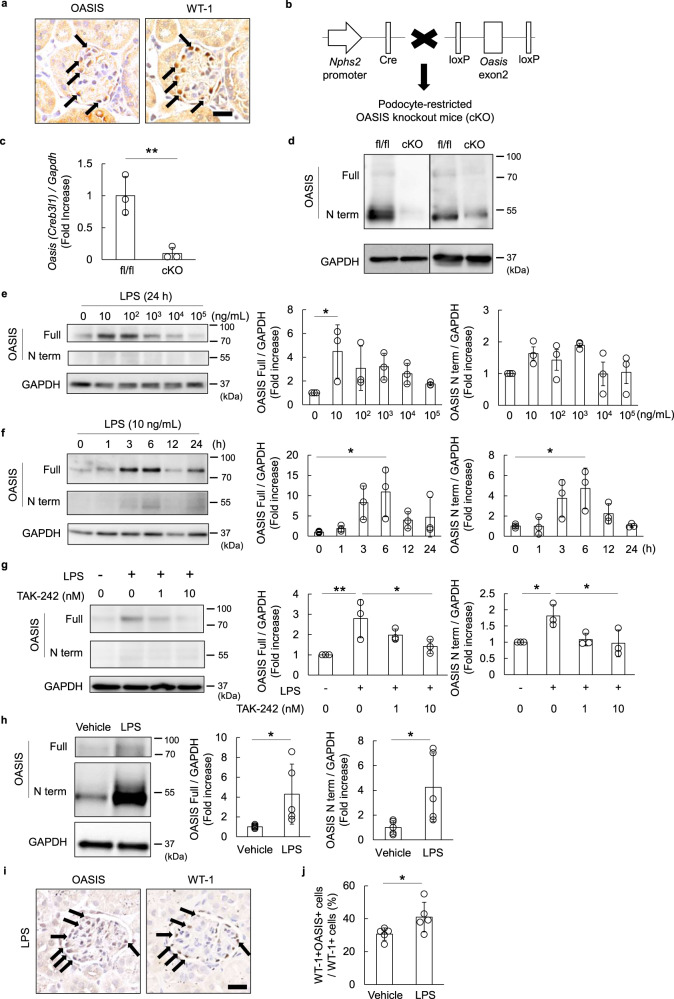
LPS treatment increased OASIS expression in podocytes. **a** Serial sections of murine kidneys were analyzed with the help of immunohistochemical staining, using an anti-OASIS or anti-WT-1 antibody. Nuclei were stained with hematoxylin. Representative images are shown. Arrows: OASIS-expressing WT-1-positive cells. Scale bar: 20 µm. **b** Schematic for the generation of podocyte-restricted OASIS knockout (cKO) mice. *Oasis* fl/fl mice were used as control. **c**, **d** Glomeruli were isolated from the kidneys of fl/fl and cKO mice. The transcript expression of *Oasis/Creb3l1* was examined using quantitative PCR (**c**). Data are shown as mean ± SD (*n* = 3 for each group), **P < 0.01, as analyzed using Student’s *t*-test. Immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies (**d**). **e**, **f** Murine-cultured podocytes were stimulated with LPS at the indicated concentrations, for 24 h (**e**), or with LPS (10 ng/mL) at the indicated time-points (**f**). Immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images and quantitative analysis for OASIS expression levels are shown. Data are shown as mean ± SD (*n* = 3 for each group), *P < 0.05, as analyzed using Dunnett test. **g** Murine-cultured podocytes were pre-treated with TAK-242, a TLR-4 inhibitor, at the indicated concentrations, for 30 min, before stimulation with LPS (10 ng/mL). Six hours after LPS stimulation, immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images and quantitative analysis for OASIS expression levels are shown. Data are shown as mean ± SD (*n* = 3 for each group), *P < 0.05 and **P < 0.01, as analyzed using Dunnett test. **h** Glomeruli were isolated from kidney sections of vehicle- or LPS-treated mice using LCM. Immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images and quantitative analysis for OASIS expression levels are shown. Data are shown as mean ± SD (*n* = 5 for each group), *P < 0.05, as analyzed using Student’s *t*-test. **i**, **j** Immunohistochemical staining was performed using an anti-OASIS or anti-WT-1 antibody, after LPS treatment. Representative images (**i**) and quantitative measurement of WT-1^+^OASIS^+^ cells (**j**) are shown. Arrows: WT-1- and OASIS-positive cells. Scale bar: 20 µm. Data are shown as mean ± SD (*n* = 5 for each group), *P < 0.05, as analyzed using Student’s *t*-test.

### Acute kidney dysfunction was ameliorated in the OASIS cKO mice, after LPS treatment

To determine the pathological significance of OASIS in podocytes, the OASIS cKO and control mice were injected with LPS. Twenty-four hours after LPS treatment, their urinary albumin-creatinine ratio (ACR) and serum creatinine (sCr) levels were measured (Fig. 2). Under physiological conditions, there was no difference in ACR and sCr levels between the OASIS cKO and control mice. However, unexpectedly, in the LPS-treated group, OASIS deficiency failed to affect the ACR levels. On the other hand, the sCr level decreased significantly in the OASIS cKO mice, as compared to that in the control mice, after LPS treatment (control, 1.01 ± 0.27 mg/dL; cKO, 0.76 ± 0.16 mg/dL, *P* < 0.05), suggesting that OASIS in podocytes contributes to LPS-induced acute kidney dysfunction.

**Fig. 2:**
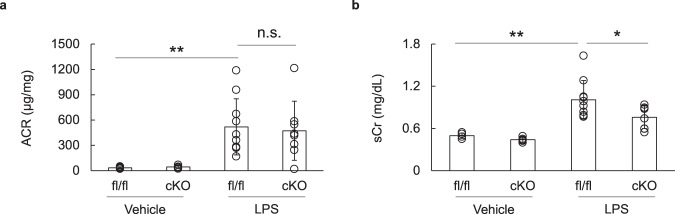
Podocyte-restricted OASIS deficiency attenuated LPS-induced acute kidney dysfunction. **a**, **b** OASIS cKO and fl/fl mice were intraperitoneally administered with LPS, at a concentration of 10 mg/kg. Urinary albumin creatinine ratio (ACR) and serum creatinine (sCr) levels were measured 24 h after LPS injection. Data are shown as mean ± SD (*n* = 5 for fl/fl-vehicle and cKO-vehicle, *n* = 10 for fl/fl-LPS, and *n* = 8 for cKO-LPS), *P < 0.05 and **P < 0.01, as analyzed using Dunnett test.

### Deletion of podocyte OASIS attenuated LPS-induced tubular injury

Immunohistochemistry using an anti-WT-1 antibody was performed to understand the pathology in the OASIS cKO mice. The results showed that there was no difference in the number of WT-1-positive podocytes between the OASIS cKO and control mice (Fig. 3a, b). Moreover, quantitative PCR demonstrated that the transcript expression of podocyte markers, including *Nphs1* and *Nphs2*, was not changed upon deficiency of OASIS in podocytes (Fig. 3c, d). Additionally, electron microscopic analysis also revealed that the effacement of the LPS-induced podocyte foot process was unaltered in the OASIS cKO mice, relative to that in the control mice (Fig. 3e, f). When we focused on tubular epithelial cells, Periodic acid–Sciff (PAS) staining showed tubular damage; notably, tubular vacuolization was observed in the kidneys of control mice, after LPS treatment, whereas OASIS deletion in podocytes suppressed the same (Fig. 3g, h). No difference was observed in the lotus tetragonolobus lectin (LTL)-positive area between the OASIS cKO and control mice, after LPS treatment (Fig. 3i, j). In addition, *Lcn2* mRNA, a marker of tubular injury, was reduced in the OASIS cKO mice (Fig. 3k). These data indicated that OASIS in podocytes was involved in tubular damage, rather than podocyte injury, in the LPS model.

**Fig. 3:**
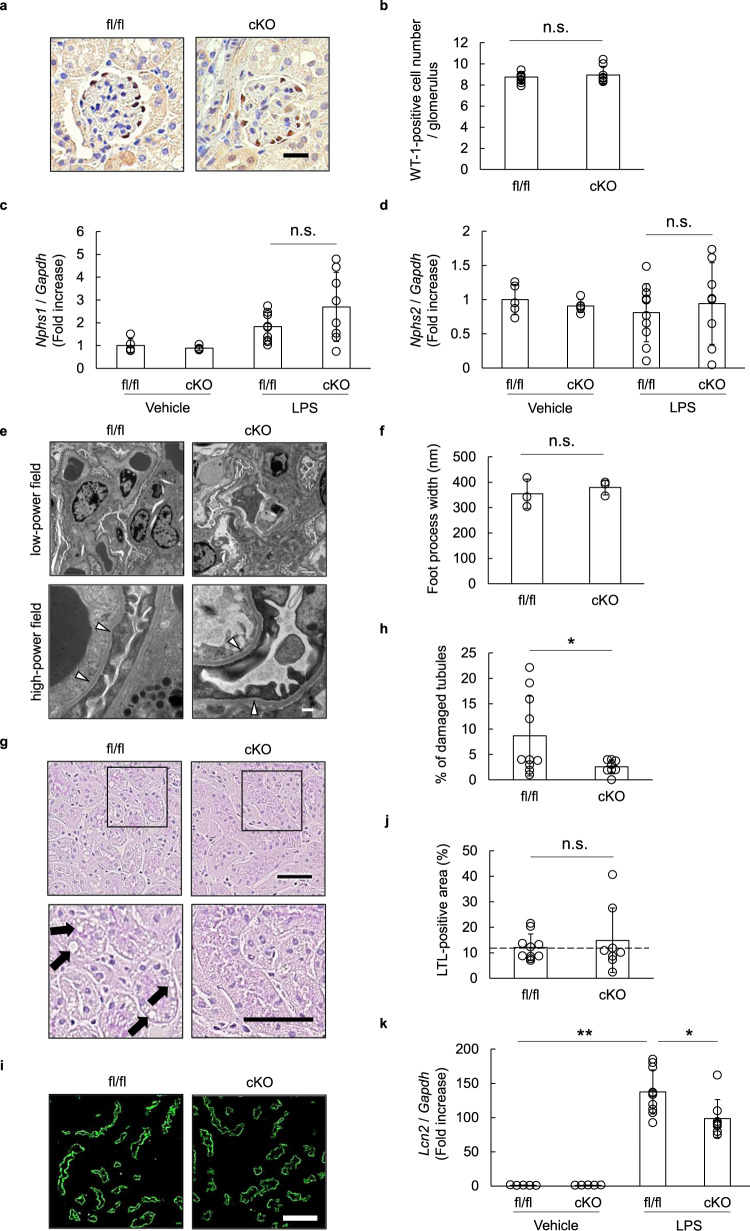
Ablation of podocyte OASIS suppressed LPS-induced tubular injury. **a**, **b** Twenty-four hours after LPS treatment, immunohistochemical analysis was performed using an anti-WT-1 antibody. Representative images are shown (**a**). Scale bar: 20 µm. The number of WT-1-positive cells was counted (**b**). Data are shown as mean ± SD (*n* = 10 for fl/fl-LPS and *n* = 8 for cKO-LPS). **c**, **d** The transcript expression of *Nphs1* and *Nphs2* was examined using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 5 for fl/fl-vehicle and cKO-vehicle, *n* = 10 for fl/fl-LPS, and *n* = 8 for cKO-LPS). **e**, **f** Representative transmission electron microscopy images are shown at low and high magnifications. The arrowheads indicate podocyte foot process effacement. Scale bar: 2 µm (low-power field) and 200 nm (high-power field). Podocyte foot process width was measured (**f**). Data are shown as mean ± SD (*n* = 3 for each group). **g**–**j** Kidney sections were stained with Periodic acid–Schiff (**g**, **h**) or with LTL (**i**, **j**). Representative images are shown. Arrows indicate LPS-induced vacuolization in tubular cells. Scale bar: 50 µm. Quantitative assessment of tubular injury (**h**) and LTL-positive area (**j**). Data are shown as mean ± SD (*n* = 10 for fl/fl-LPS and *n* = 8 for cKO-LPS), *P < 0.05, as analyzed using Student’s *t*-test. The dashed line indicates the level of LTL-positive area in the non-treated mice. **k** The transcript expression of *Lcn2* was examined using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 5 for fl/fl-vehicle and cKO-vehicle, *n* = 10 for fl/fl-LPS, and *n* = 8 for cKO-LPS), *P < 0.05 and **P < 0.01, as analyzed using Dunnett test.

### Kidney function was preserved in the OASIS cKO mice, upon generation of the streptozotocin (STZ)-induced DN model

Accumulating evidence demonstrated that podocytes play important roles in the pathogenesis of DN^26,27^. Moreover, it is reported that TLR4 is associated with the pathological process of DN^28^. In fact, we confirmed that the *Tlr4* mRNA level was upregulated in the kidneys of the STZ-induced DN model (Supplementary Fig. 2). Thus, we examined the effects of podocyte OASIS in the kidneys of the STZ-induced DN model. LCM and immunoblotting showed that the protein expression of OASIS increased in the glomeruli of the murine DN model (Fig. 4a). Next, the OASIS cKO and control mice were subjected to uninephrectomy, to accelerate the progression of kidney injury, followed by injection of STZ. We initially confirmed that STZ treatment blunted body weight gain, while increasing blood glucose level and urine volume, in both the OASIS cKO and control mice (Fig. 4b and Supplementary Fig. 3). Intriguingly, the DN-increased kidney weight/body weight was suppressed in the OASIS cKO mice, as compared to that in the control mice (Fig. 4c). Consistent with the LPS model, although podocyte OASIS deficiency did not affect the 24-hour-urinary albumin excretion and ACR, the sCr level was significantly reduced in the OASIS cKO mice (sCr: control, 0.74 ± 0.10 mg/dL; cKO, 0.57 ± 0.09 mg/dL, *P* < 0.01) (Fig. 4d–f). Additionally, the transcript expression of podocyte markers and podocyte foot process width were unaltered upon podocyte OASIS knockout (Fig. 4g–j). Meanwhile, tubular injury, including tubular dilatation, was significantly suppressed in the OASIS cKO mice (Fig. 4k, l). LTL-positive area was preserved in the OASIS cKO mice, as compared to that in the control mice (Fig. 4m, n). These data suggested that deletion of podocyte OASIS also suppressed kidney dysfunction in the STZ-induced DN model, concomitant with a decrease in tubular damage.

**Fig. 4:**
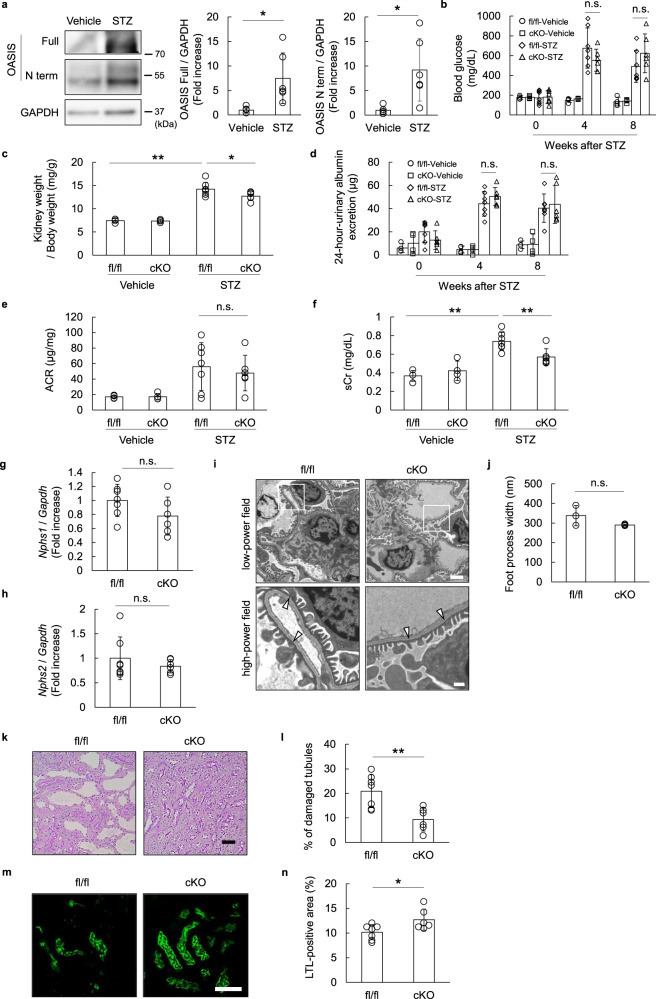
Podocyte-restricted OASIS deletion ameliorated kidney dysfunction in the STZ-induced diabetic nephropathy model. **a** C57BL/6 mice were intraperitoneally administered with STZ. Glomeruli were isolated from the kidney sections of vehicle- or STZ-treated mice, at 8–12 weeks after STZ, using LCM. Immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images and quantitative analysis for OASIS expression levels are shown. Data are shown as mean ± SD (*n* = 5 for vehicle and *n* = 6 for STZ), *P < 0.05, as analyzed using Student’s *t*-test. **b** OASIS cKO and fl/fl mice were subjected to uninephrectomy, followed by treatment with STZ or vehicle, as a control. Blood glucose levels were measured at 0, 4, and 8 weeks after STZ treatment. Data are shown as mean ± SD (*n* = 4 for fl/fl-vehicle and cKO-vehicle, *n* = 7 for fl/fl-STZ, and *n* = 6 for cKO-STZ). **c** Ratio of kidney weight to body weight was calculated at 8 weeks after STZ treatment. Data are shown as mean ± SD (*n* = 4 for fl/fl-vehicle and cKO-vehicle, *n* = 7 for fl/fl-STZ, and *n* = 6 for cKO-STZ), *P < 0.05 and **P < 0.01, as analyzed using Dunnett test. **d** Twenty-four-hour-urinary albumin excretion was measured at 0, 4, and 8 weeks after STZ treatment. **e** ACR was measured at 8 weeks after STZ treatment. **f** sCr level was measured at 8 weeks after STZ treatment. Data are shown as mean ± SD (*n* = 4 for fl/fl-vehicle and cKO-vehicle, *n* = 7 for fl/fl-STZ, and *n* = 6 for cKO-STZ), **P < 0.01, as analyzed using Dunnett test. **g**, **h** The transcript expression levels of *Nphs1* and *Nphs2* were examined at 8 weeks after STZ treatment, using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 7 for fl/fl-STZ and *n* = 6 for cKO-STZ). **i** Representative transmission electron microscopy images are shown at low and high magnifications. The arrowheads indicate podocyte foot process effacement. Scale bar: 2 µm (low-power field) and 500 nm (high-power field). **j** Podocyte foot process width was examined. Data are shown as mean ± SD (*n* = 3 for each group). **k**–**n** Eight weeks after STZ treatment, the kidney sections were stained with Periodic acid–Schiff (**k, l**) or LTL (**m**, **n**). Representative images are shown. Scale bar: 50 µm. Quantitative assessment of tubular injury (**l**) and LTL-positive area (**n**). Data are shown as mean ± SD (*n* = 7 for fl/fl-STZ and *n* = 6 for cKO-STZ), *P < 0.05, as analyzed using Student’s *t*-test.

### Protein kinase C iota (PKCι, Prkci) mediated tubular protection in the OASIS cKO mice, after LPS treatment

Next, we investigated the molecular mechanisms underlying podocyte OASIS deletion-mediated tubular protection. The murine podocyte cell line was transfected with a lentivirus expressing the active form of *Oasis* or *venus* (as a control), followed by microarray analysis (Fig. 5a, b). 

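Total RNA from the murine podocyte cell line was taken 48 h after the lentivirus was added, from 2 samples given the vector for Venus, a fluorescent protein that served as the control, and from 2 samples given the vector for the N-terminal, active form of OASIS. Each sample was hybridised to its own 1-colour Agilent array, and all 4 arrays lay on 1 slide read in 1 scan. The authors deposited the spot intensities of each array as Agilent Feature Extraction had corrected them for background, and a table in which these intensities were multiplied by a single factor per array, 0.697 and 0.684 for the Venus arrays and 0.663 and 0.698 for the OASIS arrays. Of the 59305 spots that are not controls, 34237 and 33938 were well above background on the Venus arrays, and 34418 and 34142 on the OASIS arrays. No spot was saturated. From the corrected intensities, the log2 value relative to the 75th percentile of its array was computed, spots marked as outliers were left out, and the spots of a probe were averaged. A probe was tested when it was well above background on both arrays of at least 1 group, which left 31598 probes for 16318 named genes. Probes of a gene can disagree, and each gene was represented by its brightest probe. The groups were compared with limma, with Benjamini-Hochberg adjustment over all probes tested. Across probes, which are not independent replicates, Pearson's r was 0.997 between the Venus arrays, 0.995 between the OASIS arrays and between 0.973 and 0.978 for arrays of different groups. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, and the adjusted p-values rest on the spread that limma pools over probes. The array carries 1 probe for Creb3l1, the gene of OASIS, on chromosome 2 in band qE1. Its normalized log2 intensity was 0.55 ± 0.08 (SD, n = 2) on the OASIS arrays and 0.72 ± 0.0087 (SD, n = 2) on the Venus arrays, a log2 fold change of -0.17 (standard error 0.10, limma adjusted p = 0.298). Where this probe lies on the transcript, and so whether it can read the N-terminal insert, was not analysed here, and its value does not test the labels of the arrays.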

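Prkci, Wnt5a, Epdr1, Gadd45a and Rdh11 are the genes shown as lower in the OASIS-overexpressing podocytes in Fig. 5b, where Epdr1 is spelled Edpr1. Prkci, on chromosome 3 in band qA3, is read by 2 probes annotated to the same RefSeq transcript, and they differ. The brighter one, A_55_P2064578, had a normalized log2 intensity of 4.28 ± 0.14 (SD, n = 2) on the OASIS arrays and 4.34 ± 0.05 (SD, n = 2) on the Venus arrays, a log2 fold change of -0.065 (standard error 0.12, limma adjusted p = 0.721). This difference is within the spread between replicates, and it changed sign, to 0.036, without OASIS replicate 1. The dimmer one, A_55_P2634647, had -2.51 ± 0.12 (SD, n = 2) with OASIS and -0.77 ± 0.11 (SD, n = 2) with Venus, a log2 fold change of -1.74 (standard error 0.12, limma adjusted p = 0.00467). Which transcript forms each probe reads was not analysed here. Gadd45a, on chromosome 6 in band qC1, has 1 probe, which fell by 1.21 on the log2 scale (standard error 0.10, limma adjusted p = 0.00585). Wnt5a, on chromosome 14 in band qA3, has 3 probes. The brightest gave a log2 fold change of -0.28 and the next -0.036, neither past the threshold of the study, whereas the dimmest gave -1.23 (standard error 0.11, limma adjusted p = 0.0069). Of the 2 Epdr1 probes, the brighter showed a log2 fold change of -0.0016 and the dimmer one of -1.23, with an adjusted p of 0.00635 by limma. Rdh11 was lower by both of its probes, with log2 fold changes of -0.98 and -1.05, on either side of the 2-fold limit. By the brightest probe, 1 of these 5 genes passed the threshold, Gadd45a, and each of the 5 had at least 1 probe that did. The count by any probe was made after the values had been seen.

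**Figure D1:**
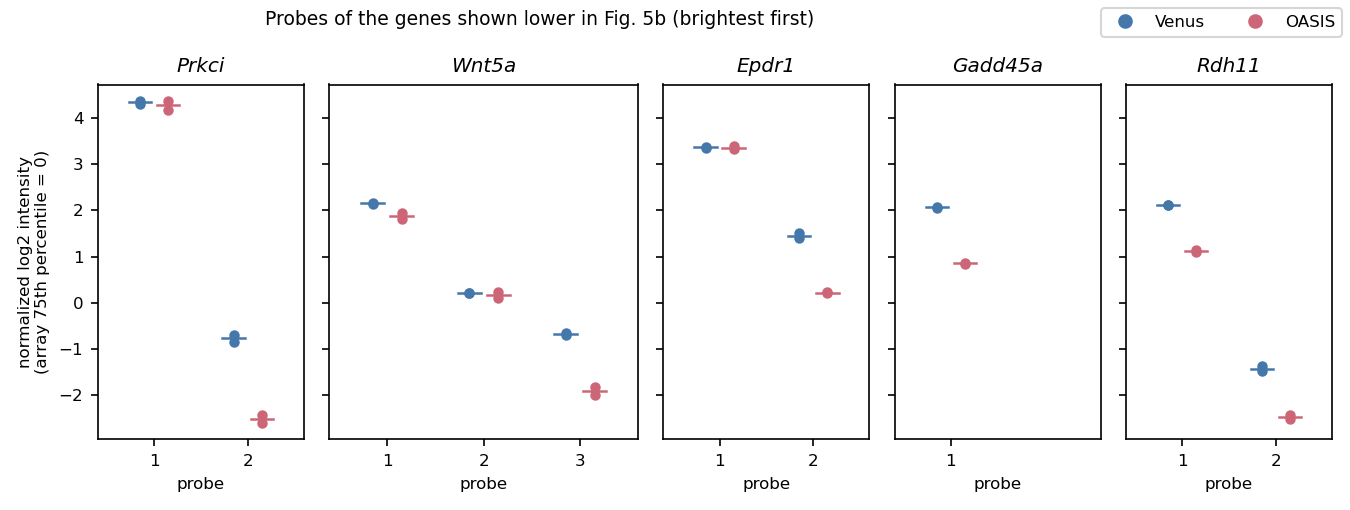
Normalized log2 intensity (array 75th percentile set to 0) of each probe of the 5 genes shown as lower in Fig. 5b, brightest probe first. Points are single arrays, 2 for Venus in blue and 2 for OASIS in red, and horizontal lines are their means; the second Prkci probe fell by 1.74, while the first changed by -0.065.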

Here, we focused on genes whose proteins could be secreted into the extracellular spaces, thereby mediating the interaction of podocytes with tubular epithelial cells, and found that there was a decrease in the expression of 5 annotated genes, while the expression of 17 annotated genes increased in the OASIS-overexpressing podocytes. Moreover, the expression of these 22 genes in the podocytes was measured under conditions of elevated OASIS upon LPS treatment (Fig. 5c). Upon doing so, the transcript expression of *Prkci*, *Wnt5a*, and *Gadd45α*, which was negatively regulated by OASIS overexpression, decreased significantly at 6 h after LPS treatment, as analyzed using quantitative PCR, while that of the others was not changed or detected. Furthermore, when the transcript expression of *Prkci*, *Wnt5a*, and *Gadd45α* in the kidneys of LPS-treated OASIS cKO mice was examined, among the three genes, only that of *Prkci* increased, compared to those in the kidneys of control mice (Fig. 5d–f). Immunostaining revealed that PRKCI expression was observed in the glomerular cells, including podocytes, as well as in the tubulointerstitial space (Supplementary Fig. 4). The intensity of PRKCI staining in the glomeruli tended to increase in the OASIS cKO mice, though the change was not statistically significant. Since PRKCI can be secreted extracellularly, it is likely that no clear difference in PRKCI expression was observed in the kidney tissues of control and OASIS cKO mice. In fact, immunoblotting demonstrated that the protein expression of PRKCI increased in the urine of OASIS cKO mice (Fig. 5g), suggesting that PRKCI serves as a candidate effector that mediates the interaction of podocytes with the tubular epithelial cells in the kidneys of OASIS cKO mice. PRKCI is a member of atypical protein kinase C^29^ that is known to serve as a key player in the establishment of cell polarity^30,31^. To determine the effects of PRKCI on tubular injury, isolated murine tubular cells were treated with recombinant PRKCI, followed by stimulation with LPS (Fig. 5h). Quantitative PCR revealed that LPS-induced upregulation of *Lcn2* mRNA expression was suppressed upon PRKCI treatment. To confirm that OASIS exhibits detrimental effects on tubular cells, mechanistically through PRKCI, the OASIS cKO mice were treated with a PRKCI inhibitor after LPS injection. Significantly, the tubular-protective effect in OASIS cKO mice was abolished upon PRKCI inhibitor treatment (Fig. 5i–k). Taken together, the PRKCI secreted from OASIS knockout podocytes played a protective role against LPS-induced tubular injury.

**Fig. 5:**
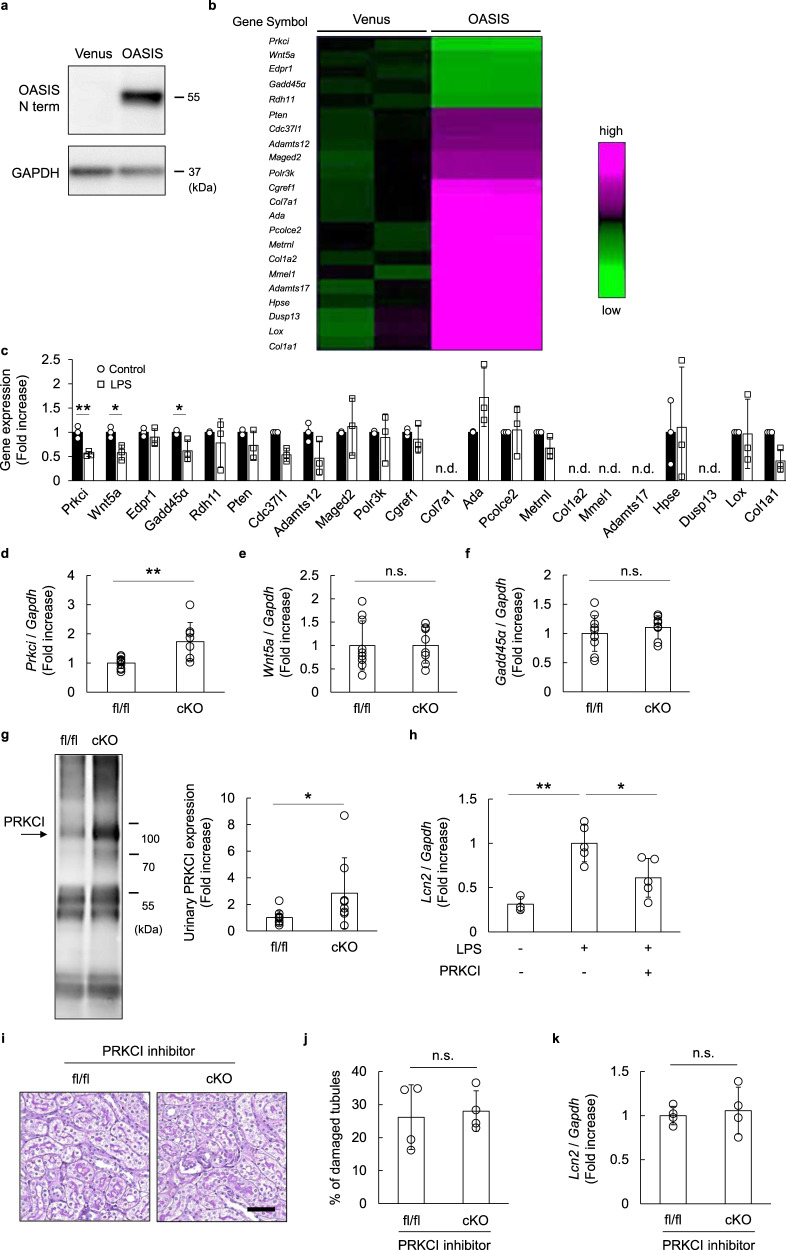
PRKCI, a candidate downstream of OASIS in podocytes, suppressed LPS-induced tubular injury. **a**, **b** Murine cultured podocytes were transfected with a lentivirus expressing the active form of *Oasis* or *venus* (as a control). Forty-eight hours after transfection, immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images are shown (**a**). **b** DNA microarray analysis was performed. Heat-map shows the genes, whose protein can be secreted into the extracellular spaces, with >2-fold change in OASIS-overexpressed cells, and a *q*-value of <0.1. **c** Murine podocytes were treated with LPS for 6 h. The transcript expression of candidate downstream genes of OASIS was examined using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 3 for each group), *P < 0.05 and **P < 0.01, as analyzed using Student’s *t*-test. **d**–**f** The transcript expression of *Prkci*, *Wnt5a*, and *Gadd45a* was examined in the kidneys of LPS-treated fl/fl and cKO mice, using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 10 for fl/fl-LPS and *n* = 8 for cKO-LPS), **P < 0.01, as analyzed using Student’s *t*-test. **g** Spot urine samples were collected from the LPS-treated fl/fl and cKO mice. Equal volume of urine (4 µL) was used for immunoblotting. Representative images and quantitative analysis for PRKCI expression levels are shown. Data are shown as mean ± SD (*n* = 10 for fl/fl-LPS and *n* = 8 for cKO-LPS), *P < 0.05, as analyzed using Student’s *t*-test. **h** Isolated murine tubular cells were pre-treated with recombinant PRKCI, at a concentration of 300 ng/mL, for 1 h, followed by stimulation with LPS (10 μg/mL). Twenty-four hours after LPS stimulation, the transcript expression of *Lcn2* was examined using quantitative PCR. Data are shown as mean ± SD [*n* = 3 for LPS(-)PRKCI(-), *n* = 5 for LPS(+)PRKCI(-) and LPS(+)PRKCI(+)], *P < 0.05 and **P < 0.01, as analyzed using Dunnett test. **i**–**k** fl/fl and cKO mice were treated with PRKCI inhibitor 1, at a concentration of 10 mg/kg, at 1 and 12 h after LPS injection. Twenty-four hours after LPS injection, the kidney sections were stained with Periodic acid–Schiff. Representative images (**i**) and quantitative assessment of tubular injury (**j**) are shown. Scale bar: 50 µm. The mRNA expression of *Lcn2* was quantitatively measured (**k**). Data are shown as mean ± SD (*n* = 4).

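Of the 17 genes shown as higher in the heat map, 15 passed both limits by their brightest probe in the comparison with limma. The largest rise measured on both groups of arrays was that of Col1a1, on chromosome 11 in band qD, from a normalized log2 intensity of -3.07 ± 0.28 (SD, n = 2) on the Venus arrays to 3.02 ± 0.016 (SD, n = 2) on the OASIS arrays. Its log2 fold change was 6.08 (standard error 0.16, limma adjusted p = 0.00141), and its 2 other probes gave 6.09 and 6.87. Lox followed with 3.98 (standard error 0.20, limma adjusted p = 0.00262), and Col1a2 rose by 2.71. The smallest such rise among the 15 genes was that of Adamts12, at 1.22 (standard error 0.10, limma adjusted p = 0.00621). Hpse and Mmel1 were not well above background on either Venus array and have only lower bounds. Each bound sets the mean of the OASIS arrays against the lowest signal that was well above background on each Venus array, or the probe's own where higher. With the background correction of Feature Extraction, Hpse was at least 2.13-fold higher and the brighter Mmel1 probe at least 2.29-fold higher. These bounds do not hold after normexp background correction, where the log2 fold changes of Hpse and Mmel1 were 0.41 and 0.40. The bound of the dimmer Mmel1 probe was 1.96-fold, short of the 2-fold limit. The brightest probe of Cdc37l1 rose by 0.67 on the log2 scale, below the 2-fold limit, while 1 of its 5 probes passed it, at 1.11. Without OASIS replicate 1 another probe of Cdc37l1 was the brightest, at 0.18, and the first one stood at 0.62. One Adamts17 probe went the other way, at -0.91, with an adjusted p of 0.153 by limma. Over the whole heat map of 22 genes, 16 passed in the direction shown by the brightest probe and 14 by each of their probes. Both counts use fitted changes, and the 14 include Mmel1, whose dimmer probe has a bound short of 2-fold. After normexp background correction, the alternative that lowered this tally most, 13 passed, since Adamts12, Hpse and Mmel1 no longer did. Mmel1 did not pass under 7 of the 16 alternatives that kept it. The Gene Ontology terms in the deposited table were consulted after the values had been seen. They place 13 of the 22 genes in the extracellular region or space. Prkci, Gadd45a and Rdh11 are among the 9 without such a term. Only the terms for the region and the space themselves were searched, so that lacking them does not show that a protein is not secreted. The paper reports PRKCI protein in mouse urine. The paper takes the genes of the heat map as candidates for an interaction of podocytes with tubular epithelial cells, and from there measures them in podocytes treated with LPS.

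**Figure D2:**
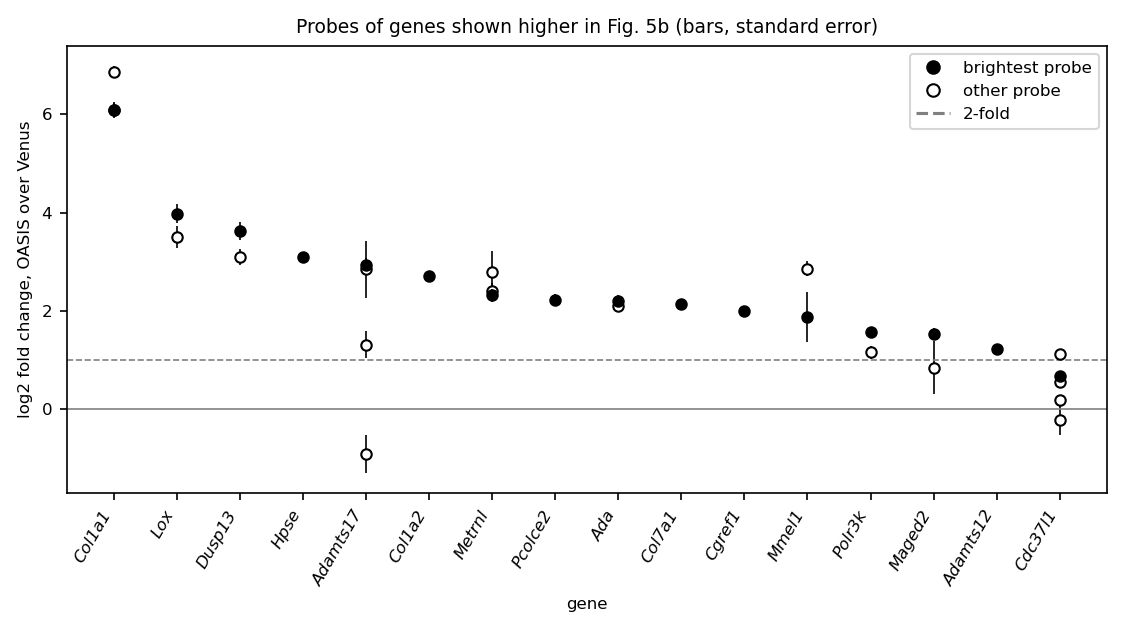
Log2 fold change (OASIS over Venus) of each probe of 16 of the genes shown as higher in Fig. 5b, with its standard error. Filled points are the brightest probe of a gene and open points its other probes; Col1a1 stands at 6.08, and the brightest probe of Cdc37l1 (0.67) lies under the dashed 2-fold line.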

### Podocyte-restricted overexpression of the active form of OASIS leads to severe kidney injury

To reinforce the contribution of podocyte OASIS to the disruption of kidney homeostasis, we generated mice overexpressing the podocyte-restricted active form of OASIS (OASIS TG) (Fig. 6a, b). First, OASIS overexpression in the glomeruli was confirmed using LCM and immunoblotting (Fig. 6c). Podocyte-restricted overexpression of the active form of OASIS resulted in albuminuria (ACR at 12 weeks of age: control, 35.1 ± 24.9 μg/mg; TG, 8930.0 ± 8461.4 μg/mg, *P* = 0.007), while the sCr level was not significantly changed (Fig. 6d, e). Moreover, electron microscopic analysis indicated that OASIS TG showed significant podocyte foot process effacement (Fig. 6f). Consistently, the in vitro study demonstrated that sustained overexpression of OASIS in the podocytes resulted in abnormalities in the cytoskeleton of podocytes (Supplementary Fig. 5). In addition, tubular damage was observed and there was an increase in the tubular injury marker *Lcn2* mRNA in the kidneys of OASIS TG mice (Fig. 6g–i). Masson’s trichrome staining and quantitative PCR for fibrosis markers, including collagen1a1 and fibronectin, showed that significant kidney fibrosis occurred in the OASIS TG mice, as compared to that in the control mice (Fig. 6j–m). Interestingly, the OASIS TG mice showed lower survival rate and body weight than the control mice (Supplementary Fig. 6). By the age of 8 weeks, mice with ACR levels exceeding 15,000 μg/mg were defined as the severe group, and their kidney function was evaluated at that time-point (Supplementary Fig. 7). sCr level was higher in the severe group, as compared to those in the control and OASIS TG groups that survived to 12 weeks of age. The increased expression of *Lcn2* mRNA was more pronounced in the severe group, suggesting that in addition to glomerular damage, the severity of tubular injury in the TG group may be related to the decreased kidney function and survival rate. We confirmed another line of podocyte-restricted OASIS TG mouse that showed similar phenotypic changes (Supplementary Fig. 8). Collectively, upregulation of podocyte OASIS leads to severe kidney injury.

**Fig. 6:**
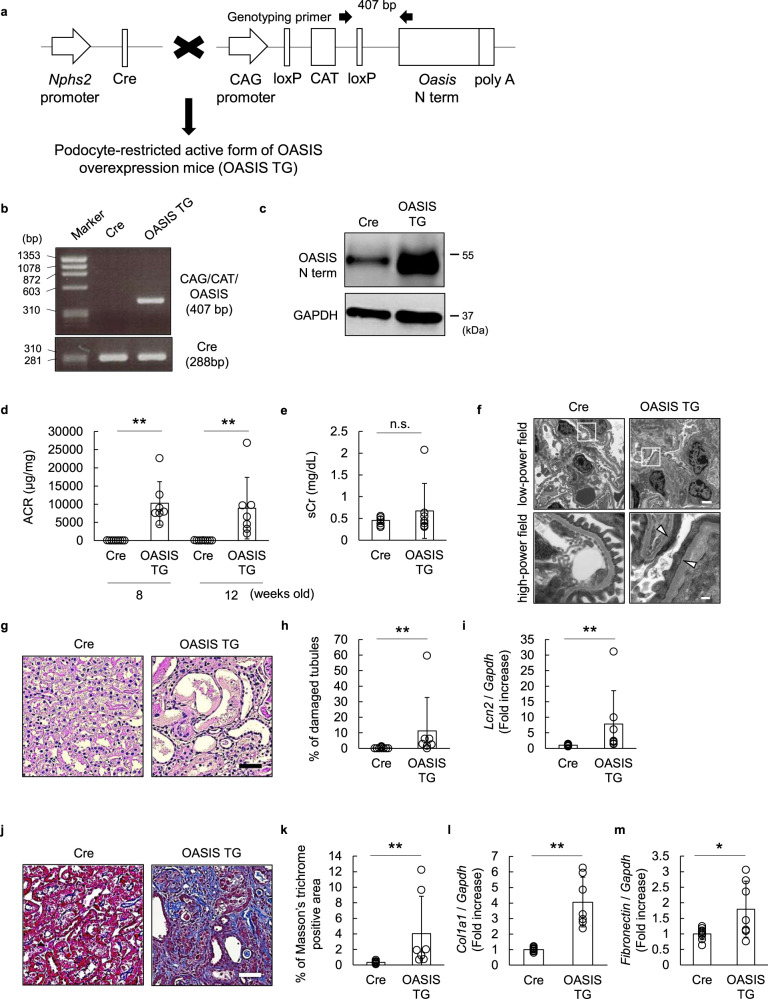
Kidney injury was induced in mice overexpressing the podocyte-restricted active form of OASIS. **a** Schematic for the generation of mice overexpressing the podocyte-restricted active form of OASIS (OASIS TG). *Nphs2*-Cre mice (Cre) were used as control. **b** Representative genotyping results for Cre and OASIS TG mice. **c** Glomeruli were isolated from the kidneys of 12-week-old control and TG mice. Immunoblotting was performed using anti-OASIS and anti-GAPDH antibodies. Representative images are shown. **d**, **e** ACR (**d**) and sCr (**e**, 12-week-old) levels were measured in Cre or OASIS TG mice. Data are shown as mean ± SD (*n* = 9 for Cre and *n* = 7 for OASIS TG), *P < 0.05 and **P < 0.01, as analyzed using Student’s *t*-test at each time-point. **f** Representative transmission electron microscopy images are shown at low and high magnifications. The arrowheads indicate podocyte foot process effacement. Scale bar: 2 µm (low-power field) and 200 nm (high-power field). **g** Representative images of Periodic acid–Schiff-stained kidneys of Cre and OASIS TG mice. Scale bar: 50 µm. **h** Quantitative assessment of tubular injury. Data are shown as mean ± SD (*n* = 9 for Cre and *n* = 7 for OASIS TG), **P < 0.01, as analyzed using Mann–Whitney *U* test. **i** The transcript expression of *Lcn2* was examined using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 9 for Cre and *n* = 7 for OASIS TG), **P < 0.01, as analyzed using Mann–Whitney *U* test. **j** Masson’s trichrome staining was performed. Representative images are shown. Scale bar: 50 µm. **k** Fibrotic areas were measured. Data are shown as mean ± SD (*n* = 9 for Cre and *n* = 7 for OASIS TG), **P < 0.01, as analyzed using Mann–Whitney *U* test. **l**, **m** The transcript expression of *Col1a1* and *Fibronectin* was examined using quantitative PCR. The expression of the transcripts was normalized to that of *Gapdh*. Data are shown as mean ± SD (*n* = 9 for Cre and *n* = 7 for OASIS TG), *P < 0.05 and **P < 0.01, as analyzed using Student’s *t*-test.

### OASIS-positive podocytes were increased in the glomeruli of patients with minimal change nephrotic syndrome (MCNS) and DN

Finally, we assessed the relevance of OASIS expression in human kidney diseases. As described above, the expression of OASIS was upregulated in the glomeruli of LPS-treated and STZ-induced DN mice. The LPS-induced kidney injury model is used not only as an acute kidney injury model, but also as an MCNS model^32,33^. Thus, we prepared human biopsy samples from MCNS and DN patients, and performed immunohistochemistry in the serial sections of the kidneys using an anti-OASIS or anti-WT-1 antibody. Consistent with the murine kidneys, OASIS-positive podocytes were also detected in the human kidney samples (Fig. 7). Importantly, the ratio of podocytes with detectable OASIS increased in the glomeruli of the MCNS and DN patients, as compared to those of the control, indicating that upregulation of OASIS could be associated with the pathogenesis of MCNS and DN.

**Fig. 7:**
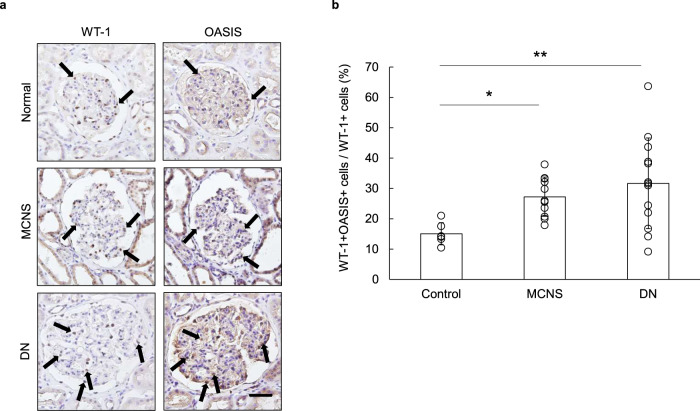
OASIS-positive podocytes were increased in the glomeruli of patients with human minimal change nephrotic syndrome and diabetic nephropathy. **a** Immunohistochemical staining of kidneys from patients with MCNS and DN was performed using an anti-WT-1 or anti-OASIS antibody. Nuclei were stained with hematoxylin. Representative images are shown. Arrows: WT-1- and OASIS-positive cells. Scale bar: 100 µm. **b** The rate of OASIS/WT-1-double-positive cells to WT-1-positive cells in the glomeruli was measured. Data are shown as mean ± SD (*n* = 6 for normal, *n* = 11 for MCNS, and *n* = 13 for DN), *P < 0.05 and **P < 0.01, as analyzed using Dunnett test.

## Discussion

In the present study, we demonstrated that OASIS deletion in podocytes attenuated LPS- and STZ-induced kidney dysfunction, concomitant with decreased tubular injury, at least in part by the induction of PRKCI. Moreover, OASIS overexpression in the podocytes showed tubular injury and tubulointerstitial fibrosis, with severe albuminuria and podocyte degeneration. Finally, OASIS-positive podocytes increased in the kidneys of MCNS and DN patients. These data identified that the upregulation of OASIS in podocytes impaired kidney homeostasis. Our findings provide the first demonstration of the role of OASIS in podocyte homeostasis.

In this study, LPS induced OASIS in a TLR4-dependent manner. OASIS was more remarkably activated by LPS at lower doses, as compared to higher doses. Therefore, the induction of OASIS might depend on the kinetics of LPS signaling. Indeed, it has been reported that the signal transduction mediated by low-dose LPS differs from that mediated by high-dose LPS^34,35^. For example, Maitra et al. suggested that low-dose LPS activates interleukin 1 receptor associated kinase (IRAK)-1/ATF2 signaling and suppresses phosphatidylinositol 3-kinase (PI3K), IRAK-M, mitogen-activated protein kinase phosphatase 1, and v-rel avian reticuloendotheliosis viral oncogene homolog B, resulting in induction of mild and prolonged expression of pro-inflammatory mediators^34^. Meanwhile, high-dose LPS activated not only IRAK4/2/1/nuclear factor-κB, but also the PI3K pathway, and caused robust transient expression of pro/anti-inflammatory mediators. Thus, it could be possible that the difference in signaling pathways between the low and high concentrations of LPS may affect the induction of OASIS.

Podocyte dysfunction and tubular/tubulointerstitial injury were observed in the OASIS TG mice, while only tubular injury, but not podocyte dysfunction, was suppressed in the OASIS cKO mice, after LPS or STZ treatment. The differential effect of OASIS on podocyte dysfunction between the two genetically engineered animals might be explained in terms of the levels and/or persistency of OASIS expression. It is noteworthy that the ratio of OASIS-positive podocytes increased in the glomeruli of MCNS and DN patients, suggesting that persistent expression of OASIS results in podocyte dysfunction. Podocyte dysfunction is closely associated with cytoskeletal abnormality. Interestingly, abnormalities in the cytoskeleton were more severe at day 4 after OASIS overexpression, as compared to that at day 2, in cultured podocytes (Supplementary Fig. 5), suggesting that OASIS induces cytoskeletal alteration depending on its expression and/or persistent levels. Another explanation is that the biological function of OASIS might be modified by the other signals in the LPS or STZ model. It has been reported that OASIS interacts with other factors, such as Smad4^10^ and hypoxia-inducible factor-1α^12^, to function. Since various signaling molecules play crucial roles in response to LPS, as described above, podocyte OASIS may regulate the pathogenesis of kidney diseases through interactions with some component, under pathological conditions.

Much focus has been placed on the interplay between podocytes and tubular epithelial cells in the pathogenesis of kidney diseases. For example, tubular epithelial cells communicate with podocytes through sirtuin 1 and nicotinic acid metabolism, in the early stage of DN^5^. Conversely, podocyte-derived extracellular vesicles maintain the functions of renal tubular cells^6^. In this study, since tubular injury, but not podocyte injury, was attenuated in the OASIS cKO mice after LPS treatment, we paid attention to the podocytes-tubular epithelial cells interaction via podocyte-derived downstream effectors of OASIS, and identified PRKCI (PKCι) as a protective factor against tubular injury, which was negatively regulated by OASIS in podocytes. Huber et al. demonstrated that knockout of PKCλ/ι in podocytes causes nephrotic syndrome^36,37^. Moreover, deletion of PKCλ/ι exhibited a severe actin cytoskeletal phenotype in cultured podocytes^38^. Additionally, PRKCI reportedly suppresses tissue-damage in colitis^39^. Combined with our data, it is conceivable that PRKCI plays a protective role in kidney diseases. Consistent with this result, the protein level of PRKCI was higher in the urine of OASIS cKO mice than in that of control mice, after LPS treatment. Furthermore, PRKCI inhibitor abolished the tubular-protective effect in OASIS cKO, thereby showing that podocyte-secreted PRKCI acted on the luminal side of tubular epithelial cells and protected against tubular injury. Incidentally, since creatinine is known to be secreted from tubules at the rate of 50% in male mice^40^, we considered that LPS-induced tubular injury was attenuated in the OASIS cKO mice, resulting in suppression of the sCr level.

Furthermore, as OASIS was also detected in tubular cells according to our previous report^17^, the Human Protein Atlas database (https://www.proteinatlas.org/), and the immunohistochemical data in Fig. 7, further studies are needed to examine the roles of OASIS in tubular cells using cell-specific OASIS knockout mice.

This study does have some limitations. Concretely, OASIS protein in the in vivo kidney sections was not specifically detected using immunofluorescence, as described previously^17^. Thus, we could not clearly indicate the co-localization of OASIS protein and podocyte markers. In the present study, we performed immunohistochemistry using serial sections and used podocyte-specific knockout mice to prove the presence of OASIS in podocytes. Further studies are needed to develop other detection systems for OASIS expression in kidneys, like green fluorescence protein-fused OASIS-expressing mice. Although 15–30% of podocytes expressed nuclear OASIS protein under physiological conditions, in both human and animal samples, the physiological function of OASIS remains unclear, since podocyte-restricted OASIS-deficient mice did not show any obvious abnormality during the experimental period. Additionally, although the number of podocytes with detectable OASIS increased under the human and mouse renal pathological conditions, it is not known whether OASIS was increased or activated in each podocyte in the in vivo model. Another limitation is that the understanding of renal function in the murine model is not necessarily consistent with that in the clinical setting. For example, creatinine is secreted from tubules at the rate of 50% in male mice^40^. Therefore, sCr concentration might be influenced by both glomerular and tubular function in mice, while it is influenced preferentially by only glomerular function in humans.

In conclusion, podocyte OASIS evoked tubular damage through downregulation of PRKCI after LPS treatment and/or podocyte injury in mice. OASIS upregulation in podocytes contributes to the disruption of kidney homeostasis. Further investigation on the pathophysiological roles of podocyte OASIS in various kidney diseases could provide insight into the possibility of application of OASIS as a therapeutic target for kidney diseases.

## Methods

### Animal study

Care of animals was performed according to the Osaka University Animal Care Guidelines and RIKEN Regulations for Animal Experiments. All experimental procedures conformed to the Guide for the Care and Use of Laboratory Animals, Eighth Edition, updated by the US National Research Council Committee in 2011, and were approved by the Animal Care and Use Committee at the Graduate School of Pharmaceutical Sciences, Osaka University (approval number: Douyaku 28-14, R01-1) and the Institutional Animal Care and Use Committee of RIKEN Kobe Branch. The mice were maintained in a 12 h/12 h light/dark cycle, and received food and water ad libitum at the Animal Care Facility of the Graduate School of Pharmaceutical Sciences, Osaka University and RIKEN BDR Kobe Branch. At the end-points of all the experiments, the mice were deeply anesthetized with isoflurane, following which their blood and kidneys were collected. All efforts were made to minimize suffering.

### Generation of podocyte-restricted OASIS knockout or overexpressing transgenic mice

In order to generate podocyte-restricted OASIS knockout (cKO) mice (male, 8–10-week-old) using the Cre-loxP system, *Oasis* fl/fl mice^17^ were mated with *Neph2*-Cre mice^41,42^. *Oasis* fl/fl mice were used as the control.

To establish mice overexpressing the podocyte-restricted active form of OASIS (TG; male, 4–12-week-old), we generated CAG/CATZ/OASIS mice (accession no. CDB0546T: http://www2.clst.riken.jp/arg/TG%20mutant%20mice%20list.html). These CAG/CATZ/OASIS mice were mated with *Neph2*-Cre mice. *Neph2*-Cre mice were used as control. Two lines of OASIS TG were analyzed in this study.

### Generation of the LPS-induced kidney injury model and treatment with PRKCI inhibitor

C57BL/6 J male mice (8–10-week-old) were purchased from Japan SLC (Shizuoka, Japan). The mice were treated with a single intraperitoneal injection of 10 mg/kg body weight LPS (O111:B4, Sigma–Aldrich/Merck, Darmstadt, Germany). Twenty-four hours after the injection, the kidneys were perfused with phosphate-buffered saline (PBS) and then collected.

PRKCI inhibitor 1 was purchased from MedChemExpress (HY-126146, Monmouth Junction, NJ, USA) and dissolved in corn oil (Sigma–Aldrich/Merck). fl/fl and cKO mice were treated with the PRKCI inhibitor 1 (10 mg/kg), at 1 and 12 h after LPS injection. Twenty-four hours after the LPS injection, the kidneys of the mice were collected.

### DN model

C57BL/6 J male mice (8–10-week-old) were treated with an intraperitoneal injection of 50 mg/kg body weight STZ (Sigma-Aldrich/Merck) diluted in 0.1 mol/L citrate buffer (pH 4.5), for 5 consecutive days. To accelerate the progression of kidney injury, nephrectomy of the left kidney was performed in the OASIS cKO and control mice, one week before STZ treatment.

### Cell culture

The immortalized murine podocyte cell line was a gift from Dr. Peter Mundel and differentiated under nonpermissive conditions (10–14 days at 37 °C, no interferon-γ)^43^. For LPS treatment, differentiated podocytes were cultured in RPMI-1640 medium containing 1% fetal bovine serum (FBS). TAK-242 (Cayman Chemical Company, Ann Arbor, MI, USA) was used to inhibit the TLR4 signaling.

Glomeruli were isolated from the mice with reference to previous report^44^. Specifically, 4 × 10^8^ Dynabeads™ M-450 Tosylactivated (Invitrogen/Thermo Fisher Scientific, Waltham, MA, USA) diluted in 40 mL of PBS were perfused through the heart. The kidneys were harvested, minced into small pieces, and digested in collagenase solution [1 mg/mL collagenase A (Roche/Merck, Darmstadt, Germany) and 100 U/mL DNase1 (Roche)], at 37 °C for 60 min. The digested tissues were filtered through a 100 µm cell strainer, following which the cell suspensions were centrifuged at 200 × *g* for 5 min. The supernatant was discarded and the cell pellet was re-suspended in 1 mL Hanks’ Balanced Salt Solution (HBSS). After that, the glomeruli containing Dynabeads™ were gathered using a Cell Separation Magnet (BD Biosciences, San Jose, CA, USA) and washed three times with HBSS. FastGene RNA Premium Kit (Nippon Genetics, Tokyo, Japan) was used for total RNA extraction from the isolated glomeruli, according to the manufacturer’s protocol.

Isolation of kidney tubules was performed with reference to previous reports^45,46^. Specifically, the renal cortex harvested from C57BL/6 J male mice (8–10-week-old) was sliced into small pieces. The fragments were then digested with dissection solution containing 1 mg/mL collagenase A and 100 µg/mL trypsin inhibitor (Sigma), at 37 °C for 30 min. After digestion, the tissues were sieved through two nylon sieves (pore size 250 and 70 µm). Tubular fragments retained in the 70 µm sieve were re-suspended in HBSS, following which the suspensions were centrifuged at 170 × *g* for 5 min. The obtained supernatant was discarded and the cell pellet was re-suspended in culture media (DMEM/Ham’s F-12, supplemented with 15 mmol/L HEPES, 2 mmol/L L-glutamine, 50 nmol/L hydrocortisone, 5 µg/mL insulin, 5 µg/mL transferrin, 50 nmol/L selenium, 0.55 mmol/L sodium pyruvate, non-essential amino acids, penicillin, and streptomycin), and seeded onto collagen type I-coated cell culture plates. The isolated tubular cells were treated with recombinant PRKCI (Invitrogen, 300 ng/mL) for 1 h, followed by stimulation with LPS (10 µg/mL) for 24 h.

### Preparation of cytosolic and nuclear fractions from podocytes

Podocytes were stimulated with LPS (10 ng/mL) for 6 h. After LPS treatment, the cells were scraped with PBS and centrifuged at 3000 rpm for 5 min. The pellets were then gently suspended in hypotonic buffer and incubated on ice for 15 min. After incubation, NP-40 was added to the cells and they were centrifuged at 3000 rpm for 5 min. The supernatant was used as the cytosolic fraction, while the pellet was re-suspended in nuclear extraction buffer. After incubation on ice for 30 min, the homogenates were centrifuged at 14,000 × *g* for 10 min. The obtained supernatant was then used as the nuclear fraction. Equal amounts of proteins from cytosolic and nuclear fractions were used for immunoblotting.

### LCM

Murine kidneys were frozen in O.C.T. Compound (Sakura Finetek Japan, Tokyo, Japan). The sections (10 µm-thick) were prepared using Leica CM 1950 (Leica, Wetzlar, Germany) and attached to PEN Membrane (Leica). After fixing with ethanol, the nuclei were stained with hematoxylin. Approximately 350 glomeruli for each sample were isolated and collected using LMD7000 (Leica). The samples were then subjected to immunoblotting.

### Immunoblotting

Immunoblot analysis was performed with reference to previous report^17^. Proteins were separated by SDS-PAGE and transferred onto polyvinylidene difluoride membrane (Millipore/Merck, Darmstadt, Germany). The membrane was blocked with Tris-buffered saline (TBS)-0.05% Tween20 (Nacalai Tesque, Kyoto, Japan) containing 2% skim milk (Becton, Dickinson and Company, New Jersey, USA) or 5% bovine serum albumin (Nacalai Tesque) for 1 h, followed by incubation with the primary antibody diluted with blocking buffer or Can Get Signal Immunoreaction Enhancer Solution (TOYOBO, Osaka, Japan) overnight at 4 °C. Anti-OASIS (1:500; MABE1017; Millipore/Merck), anti-Lamin B1 (1:10000; 3C10G12; ProteinTech, Chicago, IL, USA), anti-PRKCI (1:1000; 610175; BD Biosciences), and anti-GAPDH (1:1000; MAB374; Millipore) antibodies were used as primary antibodies. After washing with TBS-T, the membrane was incubated with the secondary antibody for 1 h at room temperature. Horseradish peroxidase (HRP)-conjugated goat anti-mouse IgG (1:2000; Jackson ImmunoResearch, West Grove, PA, USA) and HRP-conjugated goat anti-rabbit IgG (1:2000; Cell Signaling Technology, Danvers, MA, USA) were used as secondary antibodies. The HRP activity was detected with ECL Western Blotting Substrate (Promega, Madison, WI, USA) or Chemi-Lumi One Super (Nacalai Tesque), and visualized with ImageQuant LAS 4010 (GE Healthcare, Chicago, IL, USA). Band intensities were quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### Immunohistochemistry/immunofluorescence

The kidney tissues were fixed in 4% paraformaldehyde for 24 h, and then embedded in paraffin, followed by sectioning to a thickness of 3 µm. The serial sections were stained with anti-OASIS (1:200; AF4080; R&D systems, Minneapolis, MN, USA), anti-WT-1 (1:500; sc-393498; Santa Cruz Biotechnology, Dallas, TX, USA), or anti-PRKCI (1:200; 610175; BD Biosciences) antibody, for the detection of podocytes using the VECTASTAIN^®^ ABC kit (Vector Laboratories, Burlingame, CA, USA). The nuclei were also stained with hematoxylin. For LTL staining, the kidney sections were stained with FITC-conjugated LTL (1:150; Vector Laboratories), while the nuclei were stained with DAPI (1:200). Images were taken using a BZ-X700 system (Keyence, Osaka, Japan). Quantification was performed by a researcher who was blinded to the assay condition.

Cultured podocytes were transfected with a lentivirus expressing the full-length or active form of *Oasis* or venus (as a control)^17^. Two–four days after transfection, the podocytes were stained with Alexa Fluor™ 546-phalloidin (1:200) and DAPI (1:200). Quantification of phalloidin-staining patterns in the podocytes was performed by a researcher who was blinded to the experimental groups, based on a previous report^47^. Briefly, the intensity of phalloidin staining was grouped into four groups and scored: type A, more than 90% of the cell area filled with thick fibers; type B, more than 60% of the cell area filled with fine fibers; type C, shredded fibers; type D, no fibers in the cell area and flattened cell membrane.

### Lentivirus production

Lentivirus expressing the N-terminal fragment of *Oasis/Creb3l1* was produced as previously described^17^. Lentivirus particles were produced by co-transfection with pNHP, pVSV-G, pCEP4-tat, and pCSII-EF containing the Full or N-terminal fragment of *OASIS/Creb3l1*, or control into 293 T cells using polyethylenimine (Polyethylenimine “Max”, Polysciences, FL, USA). Cell culture media were changed to DMEM containing GlutaMAX^TM^ (Thermo Fisher Scientific, Waltham, MA, USA) with serum at 9–14 h after the transfection. After 36 h, culture supernatant containing lentivirus was filtered through a 0.45 µm filter. The supernatant was centrifuged at 23,000 rpm for 2 h and the pellet was suspended with PBS. To induce overexpression of OASIS in podocytes, the cells were incubated in RPMI-1640 medium containing lentivirus vector, at a multiplicity of infection of 200–500, with 8 μg/mL polybrene (Nacalai Tesque) and 10% FBS, for 24 h. A lentivirus expressing *venus* was used as control.

### Albumin measurement

Spot urine was obtained from the LPS-treated mice. In the DN model, twenty four-hour urine samples were collected using the metabolic cage system. Urinary albumin levels were measured using the LBIS Mouse Albumin ELISA Kit (FUJIFILM Wako Shibayagi, Gunma, Japan).

### Creatinine measurement

Serum and urine creatinine were measured using the LabAssay™ Creatinine Kit (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan).

### Blood glucose measurement

Blood samples were obtained from the tail, at 0, 4, and 8 weeks after STZ treatment. Blood glucose was measured using the Glucose CII Test Wako (FUJIFILM Wako Pure Chemical Corporation).

### Kidney histology

Paraffin-embedded kidney sections were stained with PAS or Masson’s trichrome. More than 100 tubules in five fields were randomly selected in each PAS-stained section, to evaluate tubular injury, according to a previous report^48^. The percentage of fibrosis per total tissue area was quantified in the Masson’s trichrome-stained tissue sections, using ImageJ. Quantification was carried out by a researcher who was blinded to the experimental groups.

### Electron microscopy

Kidney samples were fixed in 2.5% glutaraldehyde, and washed three times with cacodylate buffer, for 30 min. Sample preparation and photographing were consigned to Applied Medical Research Laboratory (Osaka, Japan). Ten podocyte foot processes in each mouse were randomly selected to evaluate foot process width by a researcher who was blinded to the experimental groups.

### Microarray

Murine cultured podocytes were transfected with a lentivirus expressing the active form of *Oasis*/*Creb3l1* or *venus* for 24 h. Post the lentiviral infection, the medium was changed to RPMI-1640 with 10% FBS. Forty-eight hours after treatment with the lentiviral vectors, total RNA was extracted from the OASIS-overexpressing podocytes, using the RNeasy^®^ mini kit (Qiagen, Venlo, Netherlands). Gene expression was analyzed using the SurePrint G3 Mouse GE v2 8 × 60 K Microarray (Agilent Technologies, Santa Clara, CA, USA). 

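At a fold change over 2.0 or under 0.5 and an adjusted p under 0.1 from limma, 1316 of the 16318 genes tested differed between the OASIS and the Venus arrays, 1014 of them higher with OASIS and 302 lower. An adjusted p under 0.1 alone was met by 6002 genes, 3043 higher and 2959 lower, and the limit on the fold alone by 1364 genes. With the methods' t-test and Benjamini-Hochberg adjustment in place of limma, the alternative that moved the count most, 400 genes passed. The methods name this test for comparisons of 2 groups in general, beside the Mann–Whitney U test, and the paper's text does not name the test behind the q-values of the array. Among the genes that rose, 214 were not well above background on either Venus array, and for 150 of these the lower bound on the rise was over 2-fold. Among those that fell, 52 were not well above background on either OASIS array, with a bound over 2-fold for 19. Ranked by fitted change, the 10 largest rises were those of Bcan, Helt, Apoa4, Rgcc, Htr5b, Fcgr3, Kcnk6, Acp5, Rbp4 and Creb3l3. The first 9 have only bounds, from at least 38.4-fold for Rbp4 to at least 312-fold for Rgcc, so that their order is not measured. The bounds hold only for the main background correction. After normexp, Rgcc rose by 5.53 on the log2 scale, less than its bound. Creb3l3, well above background on 1 of the 2 Venus arrays, had a log2 fold change of 7.32 (standard error 0.25, limma adjusted p = 0.00158). By fitted change, the 10 largest falls were those of Ren1, Ifnb1, Car6, Mx1, Usp18, Ifit1, Mx2, Oas3, Nefl and Olfm3. Ren1 had the largest measured on both sides, with a log2 fold change of -2.90 (standard error 0.14, limma adjusted p = 0.00252), whereas Ifnb1, Car6, Nefl and Olfm3 were not well above background on either OASIS array. These 4 have only bounds, from at least 2.36-fold lower for Car6 to at least 5.64-fold lower for Ifnb1. The order of the falls is therefore not measured either. Under the alternatives, the log2 fold change was as small as -0.43 for Car6 and -0.92 for Ifnb1, short of these bounds. The falls of Mx1, Usp18, Ifit1, Mx2 and Oas3 were uneven between the OASIS arrays, as for Usp18 at 0.41 ± 1.51 (SD, n = 2) against 2.96 ± 0.37 (SD, n = 2) on the Venus arrays, and each of these 5 genes was no longer past the threshold under 4 or 5 of the alternatives. Without OASIS replicate 1 their log2 fold changes lay between -1.67 and -1.42. The paper's text does not name how proteins that could be secreted were chosen. With the Gene Ontology terms for the extracellular region or space in the deposited table, 101 of the higher genes and 32 of the lower genes carry such a term, out of 1161 genes with one that were tested. This annotation was chosen after the values had been seen.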

The threshold was set to >2.0 or <0.5 times, and *q* < 0.1, to extract candidate downstream genes of OASIS, whose proteins could be secreted into the extracellular spaces.

### Quantitative PCR analysis

Total RNA was prepared from kidneys or cells, using QIAzol^®^ Lysis Reagent (Qiagen). Complementary DNA was synthesized from 1 µg total RNA using oligo(dT) primers (Thermo Fisher Scientific) and ReverTra Ace (Toyobo, Osaka, Japan). Gene expression was quantified using the Fast SYBR™ Green Kit (Applied Biosystems/Thermo Fisher Scientific). The primers used in this study were synthesized by Invitrogen/Thermo Fisher Scientific and are listed in Supplementary Table 1.

### Human kidney tissues

Kidney biopsies from human subjects with MCNS (*n* = 11) and DN (*n* = 13), as well as human control (*n* = 3) samples were obtained from Chiba University Hospital. In addition, three control samples were purchased from OriGene Technologies Inc. (sample numbers CS701403, CS705934, and CS714584, Rockville, MD, USA). The study was conducted with informed consent and was approved by the Ethics Committee on Human Research of the Chiba University Hospital [approval no. 1119 (856)]. With respect to the purchased samples, the analysis was approved by the Clinical Research Ethics Review Committee of the Graduate School of Pharmaceutical Science, Osaka University [approval no. Yakuso30-4]. OASIS- or WT-1-positive cells were assessed using immunohistochemistry, as described above. The ratio of OASIS^+^WT1^+^ cells to WT1^+^ cells was quantified, in a blinded fashion. Glomeruli with sclerosis were excluded from the measurement.

### Statistics and reproducibility

Data are shown as mean ± SD of at least three independent experiments. For comparisons between two groups, Student’s *t*-test or Mann–Whitney *U* test was used. For multiple comparisons, one-way analysis of variance followed by Dunnett test was used. Survival was estimated using the Kaplan–Meier method and log-rank test. *P* < 0.05 was considered to achieve statistical significance. Sample size and numbers are indicated in each figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author, M.O., upon reasonable request. Uncropped and unedited blot/gel images are provided in Supplementary Fig. 9. Microarray data have been deposited to the Gene Expression Omnibus (GEO) and are available at the accession number GSE206525. Source data underlying plots shown in figures are provided in Supplementary Data 1.

How the deposited data were processed for this re-analysis (not part of the article)

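Gene expression was measured in 4 RNA samples of a murine podocyte cell line, 2 with a lentivirus for Venus and 2 with a lentivirus for the active form of OASIS, 48 h after the lentivirus was added. The labels and the paper give the same groups, and the labels number the samples 1 and 2 in each group. The arrays lay on 1 slide and were read in 1 scan, so that slide and scan do not separate the groups.

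The deposited scanner output holds, for each spot, the intensity that Agilent Feature Extraction 12.1.0.3 had corrected for background for the authors, the median intensities of the spot and of its background, and marks for outlier, saturated and well above background spots. The authors also deposited a table of scaled intensity per spot. Within each array it is the corrected intensity times a single factor. The same deposited table gives a detection score per spot, in which the highest score stands for a signal well above background, together with gene symbols, bands and Gene Ontology terms. Gene symbols and bands were taken from this table. No genome of the array's build was used here, so that coordinates are not given.

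From the corrected intensities, log2 values relative to the 75th percentile of each array were computed after control spots and outlier spots were left out. Spots of a probe were averaged. A probe was called well above background on an array when at least 0.5 of its spots were, and it was tested when it had this call on both arrays of at least 1 group. Of 56605 probes, 31598 were tested, for 16318 genes. A gene was represented by the probe with the highest mean over the 4 arrays, so that a large change can itself decide which probe represents a gene. limma 3.58.1 in R 4.3.3, with data.table 1.17.8, fitted the difference between the groups with lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was that of the paper's methods, a fold over 2.0 or under 0.5 and an adjusted p under 0.1. The median log2 fold change of all genes was -0.056.

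Where a probe was not well above background on either array of a group, only a bound is given. Each bound holds for the main background correction and need not hold for another. The mean log2 value of the brighter group was set against the mean, over the arrays of the dimmer group, of the higher of the probe's own value and the lowest value of any probe well above background on that array.

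Genes were named by a rule set before the data were examined. It takes the genes of Fig. 5b, the genes that the text names and the array carries, and the 10 largest rises and 10 largest falls among genes past the threshold for which both OASIS arrays lie on the same side of both Venus arrays. Nphs1 had 2 probes, neither of which was tested, since neither met the filter on background. Values of some genes that this rule names are not reported here. A set of 10 gene lists was written before the data were examined, for ER chaperones and the unfolded protein response, ER-to-Golgi transport, collagen and extracellular matrix, podocyte markers, the actin cytoskeleton, the interferon response, the cell cycle, cholesterol synthesis, the PAR polarity complex and p53 targets. They were tested with camera at a preset correlation between genes of 0.01, and a list was called at an adjusted p under 0.05 over the 10 lists. The genes of Fig. 5b were read from the figure and were tallied, not tested as a set.

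The alternatives set before the data were examined were quantile normalization, scaling to the median, normexp background correction with an offset of 50, the authors' scaled values, no filter on dim probes, a filter on all 4 arrays, keeping outlier spots, the mean of a gene's probes, the methods' t-test, an intensity trend in eBayes, an adjusted p under 0.05, the replicate number as a block, and leaving out each array. For the gene lists, they included fry and camera with an estimated correlation. The normexp correction used the median spot intensity, not the mean. A block for slide was not fitted, since there is 1 slide. Representing a gene by its probe with the smallest p, following the dimmer Prkci probe by itself, and counting genes by Gene Ontology terms were added after the values had been seen.

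The fit was tested on simulated arrays with the means of the real probes and independent normal noise at the spread that limma had moderated. Of 16318 genes, 200 were changed between OASIS and Venus by known amounts, each beyond the 2-fold limit. The fit recovered 198 of them, with 8 other genes called, and called 0 genes when none was changed. The methods' t-test passed 0 of the 200 at its adjusted p. The simulated noise follows the model of limma, so that this checks the code and does not rank the tests on the real arrays. There, 6002 genes had an adjusted p under 0.1 by limma, and 400 passed the threshold by the t-test.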

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

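The gene lists, their tests and the alternatives of the analysis used in this part were set before the data were examined. Their use to test an explanation, and the other tests in this part, were chosen after the results were seen.

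ER-to-Golgi transport genes, which the paper does not discuss, were higher on the arrays labelled OASIS than on the Venus arrays. All 30 genes of the list were tested and their median log2 fold change was 0.93. Of these, 28 had both OASIS arrays above both Venus arrays, where chance gives 16.7% for a single gene. Genes read on the same 4 arrays are not independent, so that this count is not a test. Of the 30, 14 passed the threshold, as they did adjusted over the list alone. The largest were Sec24d (2.72), Bet1 (2.14), Sec23a (2.07) and Sar1a (2.06). The list passed camera (adjusted p = 4.51e-13) and fry (adjusted p = 0.0238), but not camera with an estimated correlation (adjusted p = 0.559). Scaling of the arrays is argued against, since quantile normalization left the median at 0.90. A general induction of ER chaperones as large as the rise of the transport genes is argued against at the time of harvest. The median of the chaperone list was 0.077, and between 0.044 and 0.10 without 1 array, with 14 of its 23 genes above no change. A smaller or partial induction stays open. Of 23 genes in the ER chaperone and unfolded protein response list, 2 were past the threshold and higher, Xbp1 and Dnajc3, where the share over all genes gives 1.43, and camera did not call the list (adjusted p = 0.224), while fry did (adjusted p = 0.0429). An effect of OASIS on these genes is a hypothesis that the design does not separate from the other effects of the vectors.

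Wt1, whose protein the paper uses as a podocyte marker, is not among the genes it discusses from the arrays. Of its 2 probes, the one with the higher mean over the 4 arrays had a log2 fold change of 4.62 (standard error 0.21, limma adjusted p = 0.00215), and the other one of -0.16. The first has the higher mean only through its rise, so that the change itself decided which probe represents Wt1. Noise of a dim probe is argued against, since the groups were 4.23 apart on the log2 scale at their nearest arrays, against at most 0.48 between arrays of a group. Background correction is argued against as well, since the rise was 2.68 after normexp. The rising probe is annotated to a RefSeq transcript and the other one to a transcript of the Ensembl catalogue. It stays open whether the 2 probes read different transcript forms or one reads another gene, which cannot be told apart without the probe sequences. A rise of Wt1 with OASIS is therefore a hypothesis.

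Among genes past the threshold, 214 rose from a signal not well above background on either Venus array. For 150 of them, the fold against the lowest signal well above background was still over 2. This argues against the floor of the signal only as set by the main background correction, and cannot exclude the background itself as a source. Hpse, among the 150 with a bound of 2.13-fold, had a log2 fold change of 0.41 after normexp. The number of higher genes was 1014 before and 652 after normexp. For the remaining 64 of the 214 genes, the rise and the floor cannot be told apart, since their bound is not over 2-fold. The paper does not report most of these genes, and the bounds alone give no biological explanation, none of which was tested.

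Outside Fig. 5b, 122 genes with a Gene Ontology term for the extracellular region or space passed the threshold. With Fig. 5b included, the count was 133. The choice of probe is argued against as the source, since 131 genes passed by the mean of a gene's probes. Background correction is argued against as the whole source, since 74 passed after normexp, more than the 22 of Fig. 5b, but it lowered the count. The methods' t-test lowered it most, to 43. How the paper chose its genes is not named in its text, and no biological explanation was tested.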

How the results depend on the processing

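Taking the probe with the smallest p, following the dimmer Prkci probe by itself and the counts of extracellular genes were chosen after the values had been seen; the other alternatives were set before.

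With limma, 1316 genes passed the threshold. After normexp background correction, 789 passed, 652 higher and 137 lower, and 772 of the 789 were among the 1316. With the methods' t-test, 400 passed, 334 higher and 66 lower, all of them among the 1316, and 1077 had the fold and an unadjusted p under 0.05. By the probe with the smallest p, 553 genes were lower in place of 302. Under the other alternatives on all arrays, the counts of genes past the threshold, higher and lower, stayed within 1.5 times. Without 1 array, the number of genes past the threshold was between 1267 and 1718, of higher genes between 988 and 1244, and of lower genes between 279 and 474, the last without OASIS replicate 2. With 1 array left in a group, that array is assumed to vary like the other group. The cause of these changes was not tested. The share of higher genes, 77.1%, was between 71.2% and 83.5% under all alternatives.

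Between 13 and 21 of the 22 genes of Fig. 5b passed in the direction shown, against 16 with the main choices, and 15 or 16 without 1 array.

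The brighter Prkci probe was not past the threshold under any alternative that kept it. Without 1 array its log2 fold change was between -0.17 and 0.036, and it changed sign without OASIS replicate 1. By the probe with the smallest p, Prkci had -1.74, since that is the other probe, and the mean of both gave -0.90, short of the 2-fold limit. The dimmer probe passed the threshold under each alternative that tests probes singly, with log2 fold changes between -1.83 and -1.40 and adjusted p-values between 0.000178 and 0.0953. Creb3l1 stayed between -0.22 and -0.11 and below the threshold.

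The number of genes with an extracellular Gene Ontology term that were higher, 101, was 60 after normexp, 65 with the filter on all 4 arrays and 37 with the methods' t-test. The number that were lower, 32, was 14, 20 and 6 under the same alternatives, and 50 by the probe with the smallest p. Without 1 array, the counts were between 93 and 134 higher and between 27 and 56 lower, the highest of each without OASIS replicate 2. The cause was not tested.

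Among the other named genes, whose direction under the alternatives on all 4 arrays held in all but 2 of 578 comparisons, Gapdh changed sign with the mean of its probes (0.011) and by the probe with the smallest p (0.13). Part of the 578 could not differ. The t-test, the intensity trend, the adjusted p under 0.05 and the replicate block left the fitted log2 fold changes as they were. Without 1 array, Gapdh lay between -0.15 and 0.12, Epdr1 between -0.038 and 0.035 and Fn1 between -0.10 and 0.019, none past the threshold. Cdc37l1, at 0.67 on all 4 arrays, lay between 0.18 and 0.74, with the 0.18 from another probe that was the brightest without OASIS replicate 1. Mx1, Usp18, Ifit1, Mx2 and Oas3 had log2 fold changes of -1.67 to -1.42 without that array and still passed, but did not pass without Venus replicate 1 or without Venus replicate 2. Mmel1 passed only without Venus replicate 1.

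Of the 10 gene lists, ER-to-Golgi transport, collagen and extracellular matrix, the interferon response and the actin cytoskeleton were called with camera. With an estimated correlation none was called, at medians of 0.93, 0.74, -1.56 and -0.15 and adjusted p-values from 0.559 to 0.888 over the lists. With fry, the interferon response was not called (adjusted p = 0.159, median -1.56), and the ER chaperones (median 0.077, adjusted p = 0.0429) and the PAR polarity complex (median -0.36, adjusted p = 0.0478) were. The actin list was not called after quantile normalization (median -0.19, adjusted p = 0.0652). Without 1 array, the actin median was between -0.22 and -0.16, and the list was not called without Venus replicate 1 or 2. The cell cycle list lay between -0.25 and 0.57 without 1 array, lower without Venus replicate 1 or OASIS replicate 2, and was called without OASIS replicate 1 (adjusted p = 0.0151). The cause was not tested.

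The samples of the groups share replicate numbers, but no label says that they pair. Across probes, the deviation of Venus replicate 1 from its group mean and that of OASIS replicate 1 had a Pearson correlation of 0.26, and with 2 pairs the numbers are not taken to pair the samples. With the replicate block, 1345 genes passed the threshold, 1018 higher and 327 lower, and the actin list was not called (median -0.15, adjusted p = 0.058).

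Signal over background limits the dim genes. Of the spots, between 57.2% and 58.0% were well above background on each array.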

Differences from the paper's values

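By its brightest probe, 1 of the 5 genes that the paper reports as decreased passed the threshold, where the paper's value is 5. Under the alternatives set before the data were examined, the count was 1 or 2, and none came within 1.5 times of the paper's value. Taking for each gene the probe with the smallest p, an alternative chosen after seeing the values, gave 4, and counting a gene when any of its probes passed, also chosen after seeing the values, gave each of the 5.

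The paper's value for genes that increased is 17, and 101 higher genes carry a Gene Ontology term for the extracellular region or space, an annotation chosen after seeing the values. The paper's text does not name its criterion, so that the counts may not be of one kind: the nearest alternative, the methods' t-test, gave 37, and all of the alternatives set before the data were examined differed by more than 1.5 times, as did the probe with the smallest p (115), chosen after seeing the values.

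The paper's value for genes that decreased is 5, and 32 lower genes carry such a term. The methods' t-test gave 6, within 1.5 times of the paper's value, and the other alternatives set before the data were examined did not, with counts from 14 to 56. The probe with the smallest p, chosen after seeing the values, gave 50.

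The paper shows Prkci, Wnt5a and Epdr1 as lower with OASIS. By their brightest probes the log2 fold changes were -0.065, -0.28 and -0.0016, and by a dimmer probe of each, -1.74, -1.23 and -1.23, past the threshold. Rdh11 and Cdc37l1 also passed by a probe other than the brightest, at -1.05 and 1.11. Rdh11 passed by its brightest probe under quantile normalization, with scaling to the median and without OASIS replicate 1, and by the mean of its probes.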

Other observations

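The gene lists, their tests and the alternatives of the analysis used in this part were set before the data were examined. Their use to test an explanation, and the other tests in this part, were chosen after the results were seen.

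The probes of Prkci disagree, and the pattern is common. Of 7135 genes with several probes tested, 1176 had a probe past the threshold, 230 had every probe past it in one direction, and 679 had a brightest probe that was not past it while another was, with 288 of them lower and 393 higher, 2 in both directions. For the dimmer Prkci probe, noise is argued against, since the groups were 1.58 apart on the log2 scale at their nearest arrays, against at most 0.18 between arrays of a group. Background correction is argued against, since the fall was -1.40 after normexp. Compression of the signal at the brighter probe is argued against, since 26 probes at or above its mean level passed the threshold and its spots were not saturated. It stays open whether the 2 probes read different transcript forms or one reads another gene, which cannot be told apart without the probe sequences. A fall of one Prkci transcript form is a hypothesis.

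Interferon response genes were lower on the arrays labelled OASIS. All 22 genes of the list were tested, 16 passed the threshold and 20 did so adjusted over the list alone. Their median log2 fold change was -1.56 (camera adjusted p = 3.32e-05; fry adjusted p = 0.159). Scaling is argued against, since quantile normalization left the median at -1.60. A single outlying array is argued against as the whole cause, since 21 of the 22 genes had both OASIS arrays below both Venus arrays. Chance gives 16.7% for a single gene, but the genes are not independent, so that this count is not a test. The median was -0.89 without OASIS replicate 1 and -2.35 without OASIS replicate 2. A different innate response to the 2 lentivirus preparations cannot be told apart from an effect of OASIS, since each vector was given to 1 group. The median difference between OASIS replicate 1 and OASIS replicate 2 over the list was -1.30, so that the size of the response varied within the group.

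Collagen and extracellular matrix genes were higher. Of 29 genes, 27 were tested, 12 were past the threshold and higher, both over all genes and adjusted over the list alone, and the median log2 fold change was 0.74 (camera adjusted p = 1.47e-06; fry adjusted p = 0.0231). Of the 29, 5 are also in Fig. 5b.

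The actin cytoskeleton list had a median of -0.15 over 26 genes, with none past the threshold, also adjusted over the list alone (camera adjusted p = 0.0367). The actin list and the podocyte markers share 2 genes, and no other lists overlap. Of 20 podocyte markers, 16 were tested. Their median was -0.15 and their mean 0.19, of opposite sign, and camera did not call the list (adjusted p = 0.73). Wt1 and Cd2ap (1.09) were higher and Plce1 (-1.26) lower, and adjusted over the list alone 2 were higher and 0 lower.

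The remaining lists were not called by camera. The median was 0.16 for the cell cycle (23 genes, adjusted p = 0.549), with 0 genes past the threshold, -0.22 for cholesterol synthesis (18 genes, adjusted p = 0.456), with Insig1 higher, -0.36 for the PAR polarity complex (13 genes, adjusted p = 0.205), with 0 genes past the threshold, and -0.17 for p53 targets (20 genes, adjusted p = 0.224), with Gadd45a lower. For these 4 lists, the counts adjusted over the list alone were the same. Of the PAR polarity and the p53 lists, 1 gene each is also in Fig. 5b.

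Among the genes the paper names in other experiments, Lcn2 (-0.19), Fn1 (-0.043), Tlr4 (-0.37) and Gapdh (-0.015) were not past the threshold by their brightest probes.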
